A study of Mus musculus with 43 samples. Its data were reported in "Absence of central tolerance in Aire-deficient mice synergizes with immune-checkpoint inhibition to enhance antitumor responses" (2020).

How the data were processed

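RNA was sequenced from 43 mouse samples in 10 groups, with 1 library per sample. Aire encodes a transcription regulator of the thymus, and the study compared C57BL/6 mice without a working copy (Aire-/-, knockout, KO) with wild-type mice (Aire+/+, WT). The first tumor model was MC38, a colon carcinoma line. All of its mice had received an antibody that blocks the checkpoint receptor PD1, and tumor, lymph node and spleen were taken on day 23. It gave 3 KO and 4 WT tumors, 4 KO and 4 WT lymph nodes, and 4 KO and 4 WT spleens. The second model was B16F10 (B16), a melanoma line, from which only tumors were profiled. Its mice had received either an antibody against the checkpoint receptor CTLA4 (6 KO and 6 WT tumors) or an isotype control antibody (5 KO and 3 WT tumors). Group and replicate number came from the labels, and libraries are named here by group and replicate number.

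The deposited values were whole-number read counts per gene, not normalized, with 24475 gene symbols in each table. Per the labels, the authors made strand-specific libraries from polyadenylated RNA and sequenced single reads. The authors mapped the reads to the mouse mm10 assembly with OmicSoft ArrayStudio, allowing 2 mismatches, and added up the counts over the exons of each gene. The annotation, the treatment of reads with several mapping positions and the use of the strand in counting were not stated. Counts of genes with near-identical copies or with an overlapping or antisense neighbour are therefore uncertain, among the named genes those of Bcl2a1b, H2-DMb2, Ms4a4a and Zfp433. Total counts ran from 12.2M to 20.5M per library in MC38 (median 16.7M) and from 22.5M to 32.6M in B16 (median 27.2M). Reads carried no molecular identifiers, so confidence intervals of shares of counts (95%, Wilson) cover counting error only. Positions were taken from the annotation of GRCm38.p6, the assembly that mm10 names. Of the gene symbols, 23237 matched a gene there directly, 1094 matched through an older symbol, and 144 had no unique position. A transcript length and GC content could be given to 24060 symbols (98.3%).

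Counts were tested with edgeR (version 4.0.16, R 4.3.3), using its filter on low counts, TMM scaling and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05. Each MC38 tissue was fitted alone. The differences of the genotype effect between tissues were interaction terms in a fit of all 6 MC38 groups, and the 5 B16 contrasts came from 1 fit of all 4 B16 groups. The standard error of a log2 fold change was its size divided by the square root of F. Expression in CPM, counts scaled to a common library size, was computed from the deposited counts and the TMM-scaled library sizes within a tumor model. Values are given as mean ± SD and are not comparable between models. Tests of single values across samples were exact permutation tests with both tails counted. Libraries of a group were compared in pairs by chi-square over genes with at least 20 counts in the pair. The smallest chi-square per degree of freedom was 9.15, so no pair of libraries was a repeat of another.

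The groups, the tests, the gene lists, the rule for naming genes and the alternatives, apart from those named below as added later, were fixed before the data were examined. Genes named in the text were Aire, the genes the study singled out in these tumors, and, for each comparison with calls, up to 3 higher and 3 lower genes with the smallest p. These needed an absolute log2 fold change of at least 1, a mean CPM of at least 1 and no overlap of CPM between the groups. Predicted genes and receptor gene segments of B and T cells were left out. For interactions, the 3 genes with the smallest p and a mean CPM of at least 1 were named. Genes named outside this rule, after their values were seen, were Zfp433, S100a4, Fcer1a, Il1b, LOC100038947, Tppp3, 1190007I07Rik, Jchain and Setbp1.

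For 19 marker gene lists, changes were tested with camera in limma (version 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01. The lists covered T cells, cytotoxic cells, NK cells, regulatory T cells, B cells, plasma cells, macrophages, neutrophils, dendritic cells, type I interferon, interferon gamma, melanocytes, keratinocytes, skeletal muscle, adipocytes, pancreatic acinar cells, red cells, proliferation and fibroblasts. They held 7 to 23 genes each, and no gene stood in more than 1 of them. Fewer genes of a list were tested in some comparisons. The acinar set had 1 gene in lymph node, 2 in MC38 tumors and 3 in B16 tumors. The adipocyte set had 2 genes in B16 tumors, and the keratinocyte and skeletal muscle sets had 3 each in spleen. Genes of the study lists made up 5 of the 15 cytotoxic genes, 2 of the 23 interferon gamma genes and 1 of the 16 T cell genes. P-values were adjusted over the 19 lists within a comparison. The same lists were tested with fry and with camera at an estimated correlation. The score of a list in a library was the mean of log2(CPM + 1) over its genes. Y-linked genes and Xist were used only to describe the hosts.

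The alternatives were DESeq2 (version 1.42.0), its size factors in edgeR, no filter on low counts, each library left out in turn, all 6 MC38 groups in 1 fit, only the 2 groups of a B16 contrast, the mouse number as a replicate block, and the flow cell as a covariate. Further ones were the 2 rules for calling genes in the study's text, both run with DESeq2 at a p under 0.01. The study did not state whether p was adjusted, and it was taken here as unadjusted. One rule had a fold change of at least 1.5 and one a log2 fold change of at least 1.5. Offsets that remove each library's trends with GC content and transcript length, and the share of mitochondrial counts as a covariate, were added after the data were seen. So were the left-out libraries, the block and the flow cell in the gene set tests, and the left-out libraries, the flow cell and the offsets in the correlation between models. Per the labels, tumor, lymph node and spleen samples with the same number came from the same mouse. Deviations from group means in the same mouse correlated with a median of -0.0962 between tumor and lymph node (7 mice), 0.0129 between tumor and spleen (7 mice) and 0.142 between lymph node and spleen (8 mice).

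All B16 KO tumors but anti-CTLA4 KO replicate 16 were on one flow cell, and that library and all WT tumors were on another. The isotype comparison could therefore not be separated from flow cell except through that 1 library. The MC38 libraries shared 1 flow cell, with KO tumors on lane 4, WT tumors on lanes 5 and 6, lymph nodes on lane 5 and spleens on lane 6.

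The tests were first run on simulated counts with the means and library sizes of the data and 200 genes changed. In 5 comparisons, edgeR recovered 81.6% to 97.0% of genes changed 4-fold and 54.9% to 76.5% of genes changed 2-fold, with 7 to 13 false calls. Among 20 made-up gene sets, camera and fry both found the 1 raised set and called 0 others. The simulated genes varied independently of each other, so this check does not cover false calls among sets of co-expressed genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. All 43 libraries entered the comparisons.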

Results

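To compare gene expression between Aire-/- (KO) and Aire+/+ (WT) mice bearing tumors under checkpoint blockade, read counts per gene were obtained for 43 libraries in 10 groups. The MC38 colon tumor model, in mice treated with anti-PD1, contributed 23 libraries: 3 KO and 4 WT tumors, 4 KO and 4 WT lymph nodes, and 4 KO and 4 WT spleens. The B16 melanoma model contributed 20 tumor libraries, 6 KO and 6 WT after anti-CTLA4, and 5 KO and 3 WT after an isotype control antibody. Among MC38 libraries, total counts were highest in tumors (19.7M to 20.3M in KO and 16.7M to 20.5M in WT). They were lower in lymph nodes (14.4M to 17.6M in KO and 13.1M to 15.4M in WT) and spleens (12.2M to 17.6M in KO and 15.7M to 17.6M in WT). In B16 tumors, totals ran from 23.6M to 32.6M in KO and 22.5M to 27.9M in WT after anti-CTLA4. After isotype they ran from 25.5M to 29.0M in KO and 27.1M to 30.6M in WT.

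The share of counts from the mitochondrial protein genes varied most in B16 tumors. It was 30.8% ± 14.8 (SD, n = 5) in isotype KO tumors and 10.5% ± 2.98 (n = 3) in isotype WT tumors (exact permutation p = 0.0536, adjusted p = 0.107 over 2 tests). After anti-CTLA4 it was 10.9% ± 7.19 (n = 6) in KO and 19.2% ± 13.6 (n = 6) in WT (exact permutation p = 0.225). The highest single share was 50.1% in isotype KO replicate 14 (95% interval 50.07% to 50.11%). Among MC38 spleens, KO replicates 1, 3 and 4 had 7.78% (95% interval 7.77% to 7.79%), 15.2% (15.14% to 15.18%) and 13.8% (13.80% to 13.84%). KO replicate 2 had 3.41% (95% interval 3.40% to 3.41%) and the 4 WT spleens had 3.84% to 4.22%. Genotype and flow cell coincided in the isotype tumors, so no value within a flow cell could be given there.

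**Figure D1:**
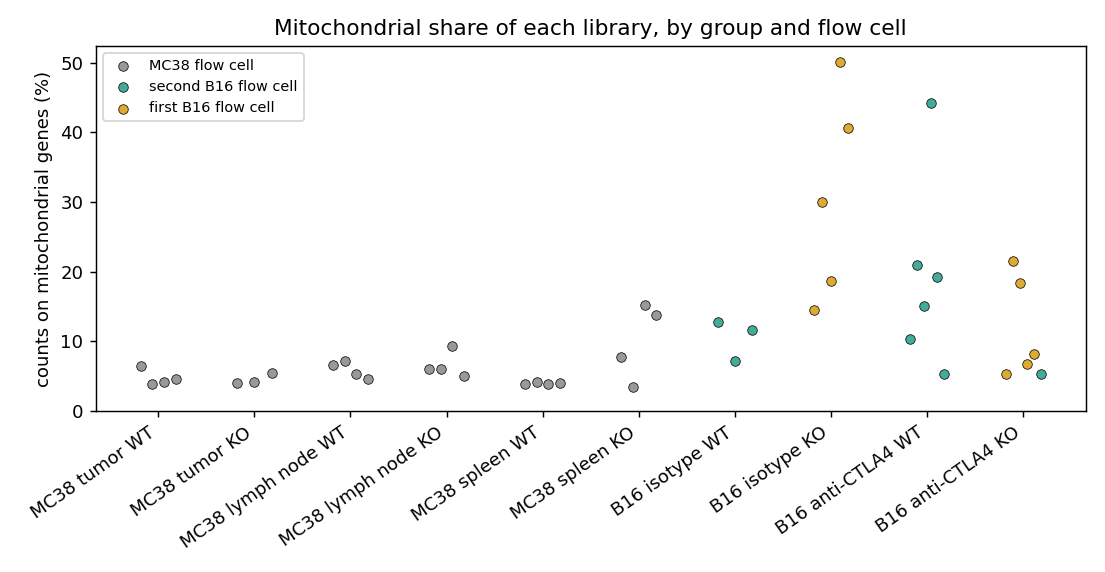
Share of all counts from mitochondrial protein genes (percent, vertical axis) in each library (points), by group, with color showing the flow cell. The isotype KO tumors reached 50.1%, and spleen KO replicate 2 (3.41%) lay apart from the other 3 KO spleens (7.78% to 15.2%).

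Expression of Aire (chromosome 10, 78030022 to 78043610, GRCm38.p6) was examined first in every library. Counts were summed per gene, so transcripts from the KO allele and from the Aire+/+ tumor cell lines were not told apart from those of the WT host gene. In MC38 spleens, WT replicates 5 to 8 had 1.51, 2.07, 1.17 and 1.26 CPM, and KO replicates 1 to 4 had 0.712, 1.01, 0.619 and 0.845 CPM. Every KO spleen thus lay below every WT spleen, on 8 to 36 counts per library. The group means were 0.796 ± 0.1698 (SD, n = 4) in KO and 1.502 ± 0.404 (n = 4) in WT, with a log2 fold change of -0.88 (SE 0.26, edgeR adjusted p = 0.0977, 0.0301 to 0.232 over the alternatives). The lowest of these values was reached without KO spleen replicate 2.

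Lymph node values of Aire were 1.97, 1.36, 2.71 and 2.01 CPM in KO replicates 1 to 4 and 3.45, 4.38, 3.45 and 2.61 CPM in WT replicates 5 to 8 (log2 fold change -0.78, SE 0.25, adjusted p = 0.734). MC38 tumors had 6.04, 2.93 and 1.48 CPM in KO replicates 1, 3 and 4, and 6.78, 6.69, 6.26 and 11.8 CPM in WT replicates 5 to 8 (log2 fold change -1.17, SE 0.45, adjusted p = 0.129). Leaving out KO tumor replicate 1 gave an adjusted p of 0.0226, the lowest over the alternatives, which reached 0.267. In B16 tumors after anti-CTLA4, KO replicates 5, 8, 10, 11, 12 and 16 had 5.03, 1.86, 4.92, 2.10, 2.62 and 3.13 CPM. WT replicates 26, 27, 30, 32, 33 and 34 had 6.02, 3.23, 7.88, 8.004, 8.02 and 10.7 CPM. The log2 fold change was -1.16 (SE 0.28, adjusted p = 0.00416), and with flow cell as a covariate the adjusted p was 0.223, the highest over the alternatives. After isotype, KO replicates 1, 2, 13, 14 and 15 had 5.87, 7.29, 5.26, 8.73 and 5.67 CPM, and WT replicates 19, 21 and 22 had 8.32, 7.10 and 4.89 CPM (log2 fold change -0.05, SE 0.34, adjusted p = 0.999). Between anti-CTLA4 and isotype tumors of KO mice, Aire had a log2 fold change of -0.98 (SE 0.29, adjusted p = 0.0176, 0.00527 to 0.0982 over the alternatives). In WT mice this value was 0.13 (SE 0.34). Lower Aire in KO tumors after anti-CTLA4 thus also appeared against other KO tumors. No library contradicted its label in spleen, and the tumors did not check the genotype of the host.

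**Figure D2:**
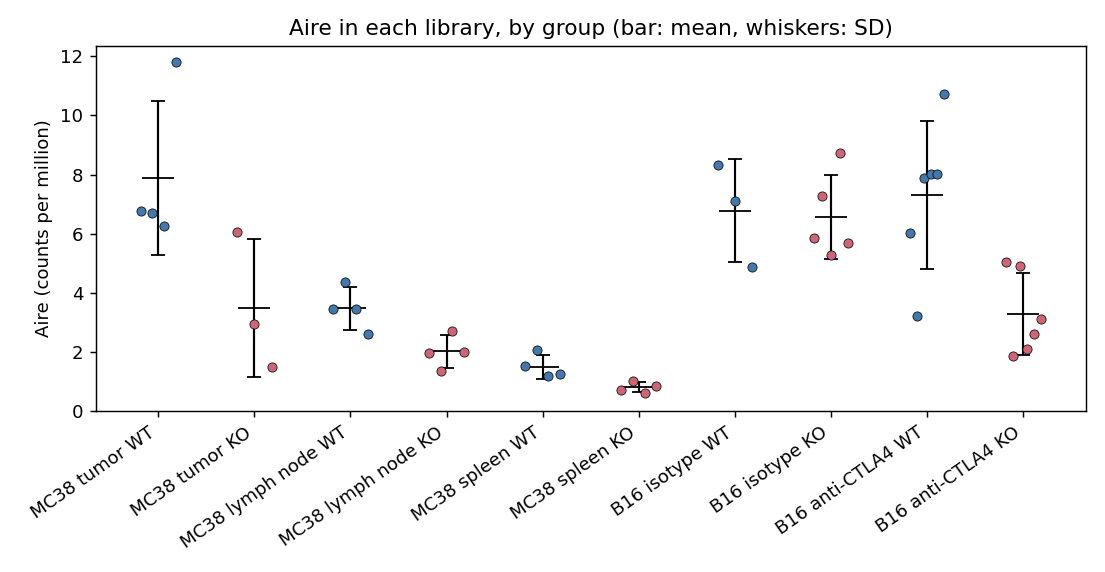
Aire expression (CPM, vertical axis) in each of the 43 libraries, by group; the bar marks the group mean and the whiskers 1 SD. KO spleens (0.619 to 1.01 CPM) lie below WT spleens (1.17 to 2.07 CPM), while isotype KO and WT tumors overlap.

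The first question was whether tumors of anti-PD1-treated mice differed by host genotype. Of 14183 genes tested in MC38 tumors, 1616 were called, 1323 higher and 293 lower in KO. At an unadjusted p under 0.05 there were 4294, where 709 would be given by chance. Among the alternatives for this comparison, the calls moved most without KO tumor replicate 3, to 342 genes. The counts without the other libraries were 2691 for KO replicate 1, 1352 for KO replicate 4, and 1040, 570, 844 and 532 for WT replicates 5 to 8. DESeq2 called 2876 genes, of which 65.6% were higher, against 81.9% with edgeR.

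By the rule for naming genes, the higher genes were Ms4a4a, Bcl2a1b and Clec7a. Ms4a4a (chromosome 19, 11375488 to 11392915) had 26.4 ± 3.08 CPM (SD, n = 3) in KO and 9.56 ± 0.363 CPM (n = 4) in WT, a log2 fold change of 1.51 (SE 0.11, adjusted p = 0.00757). Bcl2a1b (chromosome 9, 89199273 to 89207838) had 39.96 ± 4.37 and 15.8 ± 0.931 CPM, a log2 fold change of 1.38 (SE 0.11, adjusted p = 0.00757). Clec7a (chromosome 6, 129461591 to 129472785) had 66.4 ± 7.50 and 13.8 ± 3.95 CPM, a log2 fold change of 2.29 (SE 0.20, adjusted p = 0.00757). The lower genes were Nbeal1 (13.1 ± 2.19 against 28.7 ± 2.71 CPM, log2 fold change -1.09, SE 0.12, adjusted p = 0.00757), Syt13 (log2 fold change -1.46, SE 0.27, adjusted p = 0.0180) and Bche (-1.19, SE 0.22, adjusted p = 0.0181). The first 4 were called in all 13 settings tried, with adjusted p up to 0.0386. Syt13 lost its call without WT replicate 8 (0.0549) and without KO replicate 3 (0.0506). Bche lost it without WT replicate 6 (0.0564), without KO replicate 3 (0.0674) and with all 6 MC38 groups in 1 fit (0.131).

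Of the genes the study singled out in these tumors, 9 had been listed as higher and 2 as lower in KO, and all 11 lay in that direction. Over all genes tested, 8 of the 11 had an adjusted p under 0.05, and 10 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Cxcr3 (X chromosome, 101731535 to 101734147) had 7.51 ± 2.31 CPM (SD, n = 3) in KO and 1.70 ± 0.437 CPM (n = 4) in WT, a log2 fold change of 2.19 (SE 0.32, adjusted p = 0.0104), and was called in all 13 settings. Cd8a (chromosome 6, 71373427 to 71379171) had 45.7 ± 22.4 and 8.25 ± 3.94 CPM, a log2 fold change of 2.52 (SE 0.47, adjusted p = 0.0180). Cd3e rose from 4.66 ± 2.53 to 19.8 ± 7.47 CPM (log2 fold change 2.14, adjusted p = 0.0225), Ifng from 2.47 ± 1.404 to 12.8 ± 4.64 CPM (2.41, adjusted p = 0.0299), Fasl from 0.897 ± 0.420 to 3.76 ± 1.61 CPM (2.11, adjusted p = 0.0299), and Tnf from 5.34 ± 1.44 to 10.98 ± 3.02 CPM (1.08, adjusted p = 0.0479). Ptp4a1 had 31.8 ± 4.85 CPM in KO and 144 ± 74.9 CPM in WT (-2.15, adjusted p = 0.0407), although WT replicate 7 had 34.9 CPM. Meis2 had 18.6 ± 3.95 and 31.7 ± 2.97 CPM (-0.74, adjusted p = 0.0186). Xcl1 (log2 fold change 0.98, adjusted p = 0.0577), Cxcl9 (1.71, 0.0700) and Cxcl10 (0.34, 0.175) did not pass. Without WT replicate 8 or without KO replicate 3, only 1 of the 11 genes, Cxcr3, had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 10 and 9 passed in these fits. Over all genes the number was 5, 4 and 4 without WT replicates 5, 6 and 7, and 7 and 8 without KO replicates 1 and 4.

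**Figure D3:**
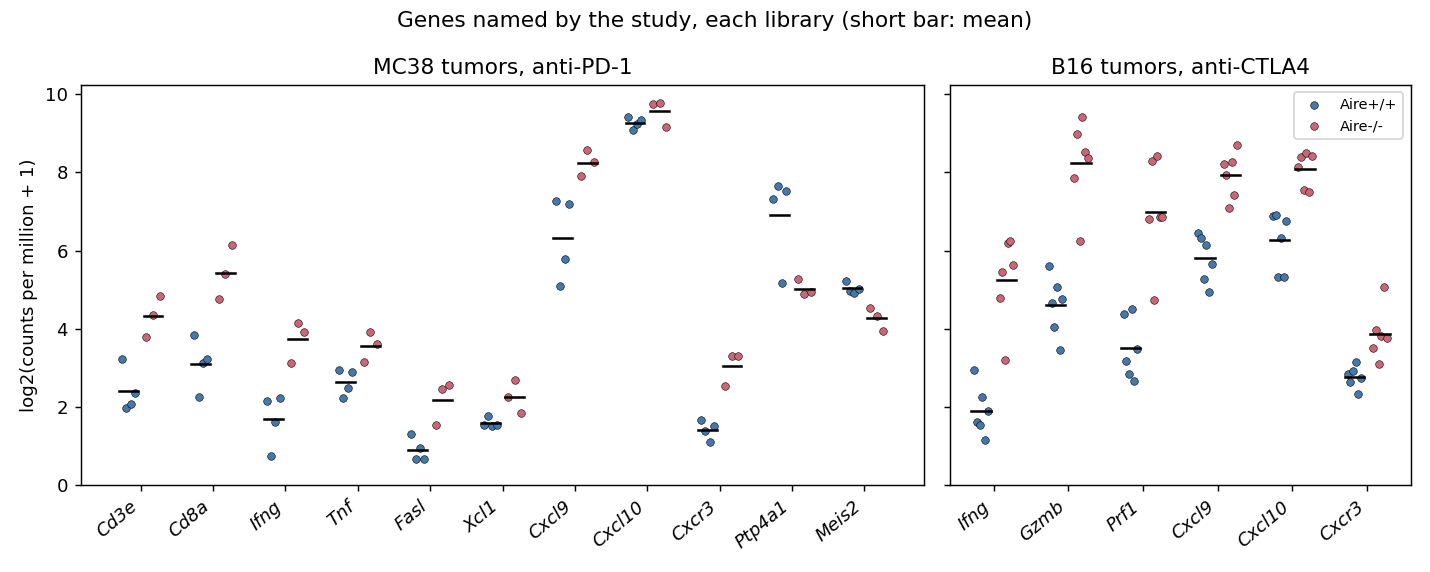
Expression, as log2(CPM + 1) on the vertical axis, of the genes singled out by the study, in each library of MC38 tumors after anti-PD1 and B16 tumors after anti-CTLA4; the short bar marks the group mean. All 11 MC38 genes and all 6 B16 genes have a mean in the listed direction, with overlap between single KO and WT libraries for some, such as Ptp4a1.

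In lymph nodes of the same mice, 3 of 14039 genes were called, all lower in KO, and 941 had an unadjusted p under 0.05 (702 by chance). Il9r (chromosome 11, 32187544 to 32205283) had 30.3 ± 3.40 CPM (SD, n = 4) in KO and 70.5 ± 7.65 CPM (n = 4) in WT, a log2 fold change of -1.21 (SE 0.10, adjusted p = 0.00545). It was called in 13 of 14 settings, the exception being all 6 MC38 groups in 1 fit (0.0604). Igfbp2 (chromosome 1, 72824480 to 72852474) had 3.11 ± 0.435 and 7.70 ± 0.374 CPM (-1.30, SE 0.14, adjusted p = 0.0268). Igfbp2 lost its call whichever library was left out (adjusted p 0.0645, without KO replicate 1, to 0.139, without WT replicate 5) and was called in 4 of 14 settings. The remaining gene, Zfp433 (chromosome 10, 81704747 to 81721976), had 12.5 ± 0.139 and 23.0 ± 0.892 CPM (-0.87, SE 0.07, adjusted p = 0.00347) and was called in all 14 settings, with adjusted p up to 0.0299. DESeq2 called 53 genes in lymph node.

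In spleens, 9 of 14178 genes were called, all lower in KO, with 4214 at an unadjusted p under 0.05 (709 by chance). Lrg1 (chromosome 17, 56119678 to 56121946) had 19.7 ± 2.06 CPM (SD, n = 4) in KO and 66.1 ± 19.5 CPM (n = 4) in WT, a log2 fold change of -1.72 (SE 0.20, adjusted p = 0.0461). Arhgef37 had 1.23 ± 0.331 and 4.27 ± 0.579 CPM (-1.75, SE 0.22, adjusted p = 0.0461), and Ms4a4a had 2.39 ± 0.518 and 6.37 ± 0.519 CPM (-1.38, SE 0.18, adjusted p = 0.0461). The other 6 were S100a4, Fcer1a, Il1b, LOC100038947, Tppp3 and 1190007I07Rik, with log2 fold changes from -2.10 (Fcer1a) to -0.75 (Il1b). The spleen result depended on single libraries. Without KO replicate 2 there were 4950 calls, 2611 higher and 2339 lower. Without WT replicate 7 there were 2, and without any of the other 6 libraries there were 0, with 2705 to 4163 genes at an unadjusted p under 0.05. With GC and length offsets 0 were called and 4063 had an unadjusted p under 0.05. The adjusted p of Lrg1, Arhgef37 and Ms4a4a reached 0.217 without WT replicate 8. DESeq2 called 1750 genes, 1038 higher and 712 lower.

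Whether the genotype effect differed between tissues was tested as an interaction. For tumor against spleen, 4538 of 15672 genes were called (2586 with a higher and 1952 with a lower effect in tumor, 6431 at an unadjusted p under 0.05). Ms4a4a, higher in KO tumors and lower in KO spleens, had an interaction log2 value of 2.86 (SE 0.23, adjusted p = 5.89e-07). Pglyrp1 (chromosome 7, 18884690 to 18890438) had a value of 1.99 (SE 0.17, adjusted p = 1.07e-06). For tumor against lymph node, 1569 genes were called (1328 and 241, with 3720 at an unadjusted p under 0.05), led by H2-DMb2 (chromosome 17, 34143229 to 34151553; 2.21, SE 0.19, adjusted p = 3.00e-06), Ptprcap (chromosome 19, 4154646 to 4156710; 2.15, SE 0.20, adjusted p = 3.56e-06) and Sla (chromosome 15, 66780819 to 66831829; 1.37, SE 0.13, adjusted p = 3.56e-06). These genes were called in all 22 settings. Without KO tumor replicate 1 the count against lymph node was 2406. Tumors, lymph nodes and spleens of MC38 were sequenced on lanes that did not separate genotypes, except that no lane held both KO and WT tumors.

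In B16 tumors after anti-CTLA4, 4605 of 14647 genes were called between KO and WT, 2646 higher and 1959 lower, with 6233 at an unadjusted p under 0.05 (732 by chance). Of the alternatives, flow cell as a covariate moved this count most. It left 948 calls, 911 of them among the 4605. Ltf (chromosome 9, 111019292 to 111042766) had 5.62 ± 3.74 CPM (SD, n = 6) in KO and 0.461 ± 0.0721 CPM (n = 6) in WT, a log2 fold change of 3.61 (SE 0.39, adjusted p = 0.000129). Arl4d (chromosome 11, 101665541 to 101667832) had 14.1 ± 4.97 and 1.99 ± 0.430 CPM (2.83, SE 0.33, adjusted p = 0.000132), and Dusp14 (chromosome 11, 84048033 to 84069256) had 15.7 ± 7.55 and 2.33 ± 0.828 CPM (2.75, SE 0.32, adjusted p = 0.000132). Lower genes included Crocc (-1.39, SE 0.16, adjusted p = 0.000129) and Bahcc1 (-1.20, SE 0.15, adjusted p = 0.000167). These genes were called in all 20 settings, with adjusted p up to 0.0266 (Bahcc1 with flow cell as a covariate).

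All 6 genes that the study singled out in these tumors were higher in KO and called, both over all genes and when adjusted over the list alone, which again is not independent evidence. Ifng rose from 3.05 ± 1.95 CPM (SD, n = 6) in WT to 45.4 ± 25.8 CPM (n = 6) in KO, a log2 fold change of 3.92 (SE 0.69, adjusted p = 0.000512). Gzmb (25.9 ± 13.2 to 365 ± 211 CPM, 3.83, SE 0.71, adjusted p = 0.000768) and Prf1 (11.9 ± 7.07 to 171 ± 127 CPM, 3.87, SE 0.74, adjusted p = 0.000925) rose by similar factors. Cxcl9 (2.17, adjusted p = 0.00202), Cxcl10 (1.76, adjusted p = 0.00204) and Cxcr3 (1.37, adjusted p = 0.00159) rose less. With flow cell as a covariate 4 of the 6 were called, and Prf1 (0.0580) and Cxcr3 (0.174) were not.

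In isotype-treated B16 tumors, the comparison of KO with WT without checkpoint blockade, 0 genes were called, with 766 at an unadjusted p under 0.05 (732 by chance) and a smallest adjusted p of 0.323. DESeq2 called 12. Jchain (chromosome 5, 88519809 to 88527897) had 7.29 ± 5.20 CPM (SD, n = 5) in KO and 0.168 ± 0.0199 CPM (n = 3) in WT, a log2 fold change of 5.402 (SE 0.97, edgeR adjusted p = 0.323, 2.26e-08 to 1.0 over the alternatives). After anti-CTLA4 it had 23.1 ± 18.7 CPM (n = 6) in KO and 0.539 ± 0.409 CPM (n = 6) in WT (5.4, SE 0.66, adjusted p = 0.000167). In MC38 tumors it had 10.3 ± 6.44 (n = 3) and 1.06 ± 0.439 CPM (n = 4), a log2 fold change of 3.34 (adjusted p = 0.0154, up to 0.0552 over the alternatives).

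Anti-CTLA4 was compared with isotype within each genotype. In WT tumors 0 genes were called, with 486 at an unadjusted p under 0.05 and a smallest adjusted p of 1.0. In KO tumors 3851 were called, 2334 higher and 1517 lower, with 5741 at an unadjusted p under 0.05. Ltf (0.442 ± 0.234 CPM after isotype, n = 5; log2 fold change 3.71, SE 0.43, adjusted p = 0.000333), Txk (3.66, SE 0.47, adjusted p = 0.000591) and Stk32c (3.02, SE 0.40, adjusted p = 0.000591) were the higher genes. The lower genes were Hapln4 (-1.50, SE 0.18, adjusted p = 0.000543), Mtss1l (-1.19, SE 0.17, adjusted p = 0.000591) and Daam2 (-1.49, SE 0.21, adjusted p = 0.000591), and all 6 were called in all 19 settings. The difference between genotypes in the response was itself tested, and the interaction called 0 genes, with 1852 at an unadjusted p under 0.05 (732 by chance) and a smallest adjusted p of 0.293. The smallest p belonged to Setbp1 (log2 value 2.79, SE 0.53). Leaving out anti-CTLA4 KO replicate 10 gave 837 calls, whereas leaving out any other library gave 0, with 1164 to 2184 genes at an unadjusted p under 0.05. DESeq2, with all libraries, called 35 genes, among them Setbp1 (log2 value 2.78, adjusted p = 0.00200, with 0.00200 to 0.738 over the alternatives). With edgeR and all libraries, no single gene was shown to differ in its response.

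**Figure D4:**
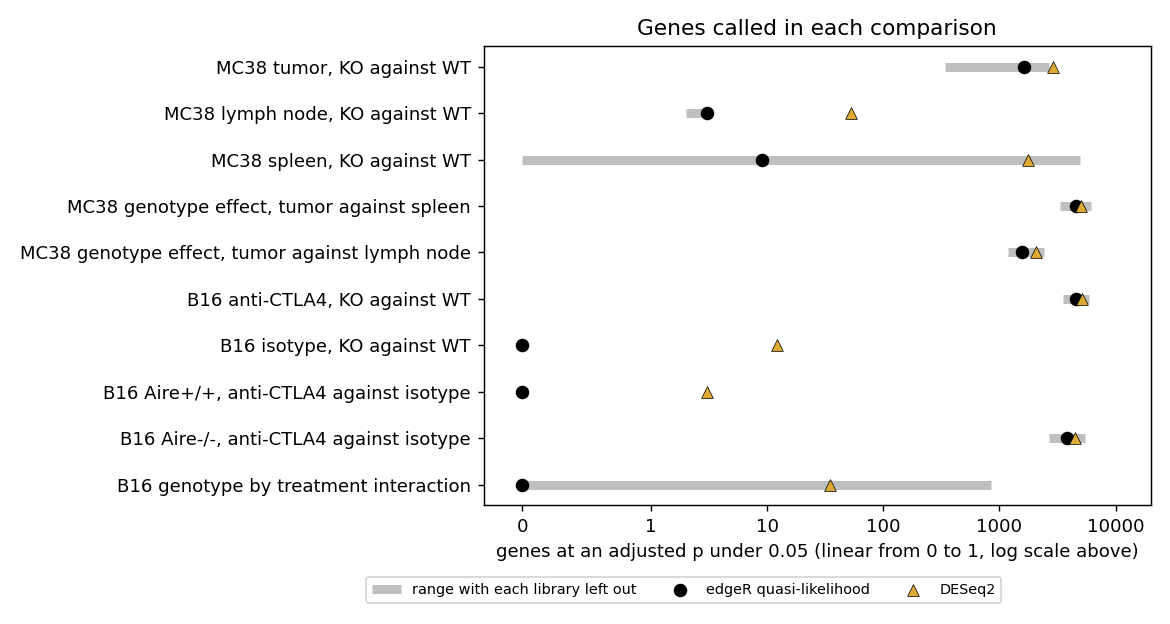
Number of genes called at an adjusted p under 0.05 in each comparison (horizontal axis, linear from 0 to 1 and logarithmic above), with edgeR as circles, DESeq2 as triangles and the range over fits with 1 library left out as a gray bar. The edgeR counts run from 0 in isotype tumors, WT treatment and the B16 interaction to 4605 in anti-CTLA4 tumors.

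Marker gene lists were tested as sets in each comparison. Over the 10 comparisons, camera called 87 of 190 tests, 67 higher and 20 lower. Of these, 41 were also called by fry, which called 46 in all, while camera with an estimated correlation called 0 (smallest adjusted p 0.1298). The 41 lay in 5 comparisons: 8 of 12 in MC38 tumors, 6 of 6 and 10 of 15 in the tissue interactions against spleen and lymph node, 8 of 10 in anti-CTLA4 tumors and 9 of 11 for treatment in KO tumors. None of the camera calls in lymph node (6), spleen (2), isotype tumors (8), WT treatment (7) and the B16 interaction (10) was called by fry.

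In MC38 tumors, the sets called higher by camera and fry were T cells (median log2 fold change 2.04, camera adjusted p = 3.96e-10), cytotoxic cells (1.94, 7.16e-07), regulatory T cells (1.44, 1.71e-05), dendritic cells (1.26, 0.00142), neutrophils (1.16, 0.000350), macrophages (1.05, 3.10e-06), NK cells (0.98, 0.00986) and plasma cells (0.69, 0.0181). Camera alone called interferon gamma higher (0.53, 3.81e-06), and type I interferon (-0.46, 0.00600), proliferation (-0.21, 0.00338) and skeletal muscle (-2.40, 0.0168) lower. Skeletal muscle was called in 4 of the 7 fits with 1 library left out, with the highest adjusted p, 0.230, without KO replicate 3. B cells (0.56, 0.0533), fibroblasts (1.01, 0.0532), keratinocytes (-2.83, 0.0576), red cells (-0.33, 0.142), melanocytes (-1.60, 0.230), adipocytes (-0.77, 0.373) and acinar cells (-0.30, 0.818) did not pass with camera.

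In lymph node, camera alone called type I interferon (-0.65, 9.79e-10), B cells (-0.15, 1.04e-05) and plasma cells (-0.43, 0.0155) lower, and adipocytes (2.34, 1.96e-05), macrophages (0.24, 0.0134) and T cells (0.18, 0.0239) higher in KO. The call for T cells rested on single libraries (adjusted p 0.633 without WT replicate 6), as did those for plasma cells (0.308 without WT replicate 6) and macrophages (0.185 without KO replicate 4). In spleen it called type I interferon (-0.66, 0.000231) and acinar cells (-3.36, 0.000231) lower. In B16 tumors after anti-CTLA4, the sets called higher by both tests were cytotoxic cells (3.42, 6.86e-12), NK cells (2.98, 9.43e-07), T cells (2.93, 8.54e-11), regulatory T cells (2.37, 0.000184), interferon gamma (1.73, 8.34e-11), dendritic cells (1.36, 0.00434), plasma cells (1.28, 0.00154) and type I interferon (1.06, 0.000255). Melanocytes (-0.39, 0.0103) and red cells (-1.61, 0.0263, but 0.114 without WT replicate 30) were called lower by camera alone, and macrophages were not called (0.33, 0.523). With flow cell as a covariate, fry no longer called dendritic cells (0.0604), plasma cells (0.0529) and type I interferon (0.0846), and camera no longer called melanocytes (0.0856). Keratinocytes, not called without it (1.61, 0.0661), were then called lower by camera (-2.96, 0.000859).

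In isotype KO tumors camera alone called 7 sets higher: interferon gamma (0.85, 1.60e-10), keratinocytes (3.52, 3.04e-08), cytotoxic cells (1.03, 4.51e-07), T cells (0.77, 0.000196), NK cells (1.14, 0.000196), plasma cells (0.46, 0.00229) and type I interferon (0.39, 0.0207). Skeletal muscle was called lower (-1.36, 7.87e-07). With flow cell as a covariate, camera still called interferon gamma (1.80e-08), cytotoxic cells (0.00135), type I interferon (0.00387), T cells (0.0103) and NK cells (0.0105) higher and skeletal muscle (0.00487) lower. Plasma cells were no longer called (0.198), keratinocytes were called lower (-3.23, 2.48e-05), and B cells (0.0117), acinar cells (0.0164) and fibroblasts (9.99e-06) were newly called higher. Without KO replicate 15 the adjusted p was 0.0501 for T cells and 0.604 for type I interferon. The fry adjusted p of these sets was 0.360 to 0.621 without flow cell, apart from type I interferon (0.897). For treatment in WT, camera alone called 7 sets higher. They included interferon gamma (1.16, 1.59e-15), cytotoxic cells (1.39, 9.15e-13), T cells (1.26, 1.13e-10) and NK cells (1.37, 2.97e-06). The others were regulatory T cells (0.68, 0.00416), type I interferon (0.44, 0.00203) and keratinocytes (1.48, 0.00203). The fry adjusted p of these 7 sets was 0.335 to 0.851. In the B16 interaction, camera called T cells (2.22, 1.11e-09) and cytotoxic cells (2.33, 1.11e-09) higher, with fry adjusted p of 0.144 for both.

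**Figure D5:**
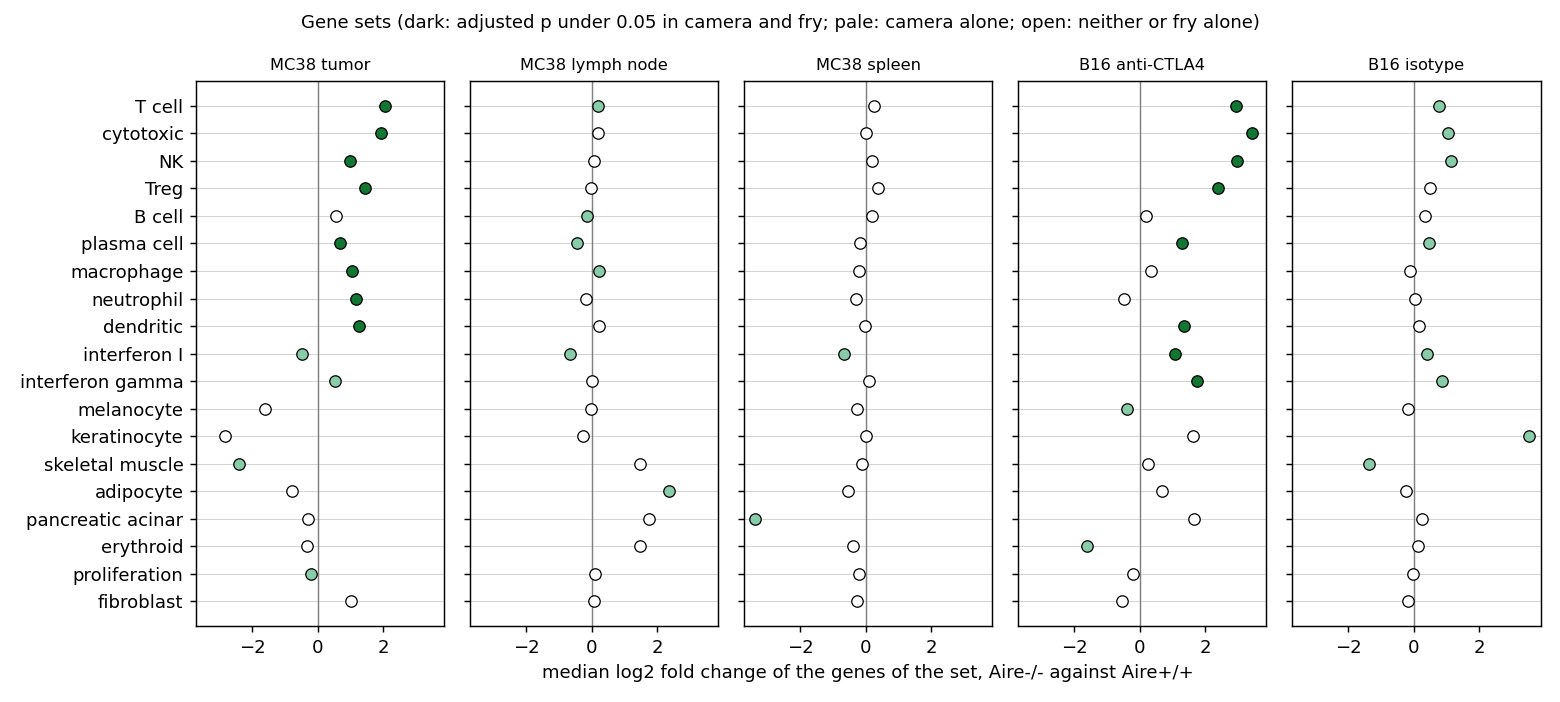
Median log2 fold change (horizontal axis) of the 19 marker gene sets, KO against WT, in 5 comparisons. Dark points are sets called by camera and fry, pale points by camera alone, and open points by neither or by fry alone. T cell and cytotoxic sets have medians of 2.04 and 1.94 in MC38 tumors and 2.93 and 3.42 in anti-CTLA4 tumors.

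The genotype effects of the 2 tumor models were then set side by side across genes, which are not independent replicates. Over 13554 genes tested in both, the log2 fold changes of MC38 tumors and anti-CTLA4 B16 tumors had a Pearson correlation of 0.372 and a Spearman correlation of 0.290. Of 1575 genes called in MC38, 1180 (74.9%) had the same sign in B16, against 58.6% of other genes, and 787 were called in B16 too, 705 of them with the same sign. Without MC38 KO tumor replicate 4 the Pearson correlation was 0.0803 and the Spearman correlation 0.264. With flow cell as a covariate in B16 the Pearson correlation was 0.294 and the Spearman correlation 0.301.

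Because the Aire allele was made in cells of another strain, genes near it were compared with genes elsewhere. Within 10 Mb of Aire, 1 of 216 genes tested in lymph node was called (Zfp433), against 2 of 13778 elsewhere (Fisher's exact test, two-sided, p = 0.0456, adjusted p = 0.0912 over 2 tissues). In spleen it was 1 of 222 genes (1190007I07Rik, chromosome 10, 82619851 to 82623228) against 7 of 13911 (Fisher's exact p = 0.119). At an unadjusted p under 0.05 the shares near Aire and elsewhere were 6.94% and 6.71% in lymph node and 28.8% and 29.7% in spleen. Windows of 5 and 20 Mb gave Fisher's exact p = 0.0373 and 0.0681 in lymph node.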

Values the study reported

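In MC38 tumors of anti-PD1-treated mice, the study profiled 4 wild-type and 3 knockout tumors by bulk RNA sequencing. In its single-cell data, the study reported about 3.8-fold fewer macrophages in tumors of knockout mice, and activated CD8 T cell clusters that were about 3 and 3.6 times larger there. It stated that the macrophage decrease was also seen as a percentage of macrophages among tumor infiltrates.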

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

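The tests chosen only after the result was seen were those of GC content and length, of the labels of anti-CTLA4 KO replicate 10, and of the skin tissue in KO tumor replicate 4. The counts of other splits and the tests of muscle, pancreas and red cell genes were chosen beforehand.

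The genotype effect differed between tumor and spleen at 4538 genes and 6 gene sets, and between tumor and lymph node at 1569 genes and 15 gene sets. Genotype labels were moved between whole mice in 35 splits, with mouse 2, which had no tumor library, always kept among the KO mice. Moving the labels also breaks up any genotype effect within a tissue, so these splits do not test the difference between tissues alone. Only 1 of the 35 splits, the real one, gave as many calls in each of the 2 comparisons, and the largest other split gave 2509 and 496. With the mouse as a replicate block and GC and length offsets, 4628 and 1540 genes were called, 3511 and 1283 of them among the 4538 and 1569, which argues against those trends as the whole cause. Without KO tumor replicate 1 the count against lymph node was 2406. Lane stays open for the tumors, since KO and WT tumors shared 0 lanes, and so does skin tissue around the tumor for the skin and muscle sets. On the side of the spleen, tissue or RNA quality, read from the mitochondrial share, was not told apart from genotype, and a fit of all 6 MC38 groups called 2908 genes in spleen itself. Under fry all 6 sets against spleen were called, but 10 of the 15 against lymph node. The interaction against spleen therefore may come from the tumors, from the spleen or from both. Against lymph node, the fit of all 6 MC38 groups called 2814 genes in tumor and 3 in lymph node. This argues against lymph node as the source of most of the 1569 genes. The adipocyte set moved more in lymph node (median log2 fold change 2.34) than in tumor (-0.77), so the source may differ between sets. The acinar set had an interaction median of -2.64 against lymph node but a tumor median of -0.30 on 2 genes. Its score of 6.20 in lymph node KO replicate 4 leaves carried tissue there open as the source. Muscle tissue in lymph node KO replicate 1 (score 8.41) may likewise have added to the skeletal muscle set (interaction median -4.42). With lane open, a tumor response that depends on genotype is only 1 hypothesis.

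Ms4a4a was higher in KO tumors and lower in KO spleens, where KO replicate 3 had 1.62 CPM, below the other 3 KO spleens (2.53 to 2.73 CPM). Without that library the log2 fold change was -1.24, against -1.38 with it, so it did not set the direction (adjusted p = 0.109, range over the alternatives 2.84e-07 to 0.217).

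In the B16 interaction, camera called 10 gene sets while 0 single genes and 0 sets under fry were called, with 1852 genes at an unadjusted p under 0.05. All 100 splits drawn of 38808 gave at least the 0 calls of the real one, as any split must, so that count decides nothing. At an unadjusted p under 0.05, 7 of the 100 gave as many as 1852 genes (median of the others 342), which leaves a difference in the response open without showing one. Camera with an estimated correlation called 0 sets in any comparison, so it says nothing about these 10. Leaving out anti-CTLA4 KO replicate 10 raised the interaction to 837 genes.

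Anti-CTLA4 KO replicate 10 had the highest melanocyte score of its group, 9.13 (the other 5 KO tumors 7.70 to 8.15), and the lowest Arl4d expression, 4.25 CPM. Its T cell score of 4.20 lay below the other KO tumors (5.46 to 6.73) and just above the WT tumors (2.27 to 4.08). A mislabelled library was looked at through the genes with an unadjusted p under 0.01 in the isotype comparison, a threshold raised from 0.001 after the first choice left 1 gene. At 43 of these 73 genes replicate 10 lay nearer the other KO tumors, against 35.5% of other genes (Fisher's exact p = 6.54e-05). This leaves a wrong label open. In the isotype comparison 108 genes had such a p where 146 would be given by chance, and replicate 10 shared its flow cell with the isotype KO tumors, so flow cell alone could give the 43. Its Jchain value of 17.2 CPM lay with the KO tumors (4.08 to 49.7 CPM) and not the WT tumors (at most 1.08 CPM), which goes with its label, but this is 1 gene in 1 library, named after its values were seen. A tumor with few T cells, or a sample with more tumor tissue, may also explain the values and was not tested.

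In lymph node KO replicate 1 the skeletal muscle score was 8.41, and in WT replicate 7 it was 3.44, against at most 1.71 in the other 6. All 10 muscle genes were highest in KO replicate 1, which is consistent with muscle tissue in the sample. In lymph node KO replicate 4 the acinar score was 6.20, with at most 0.259 in the other 7. All 13 acinar genes and all 11 red cell genes were highest there, consistent with pancreas and blood-rich tissue in the sample, and the acinar genes summed to 1043 CPM. No biological explanation by genotype was tested for these single libraries.

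Among the remaining single libraries, anti-CTLA4 WT replicate 32 had 44.6% of its counts in its 10 top genes (95% interval 44.62% to 44.66%) and 44.2% on mitochondrial genes. MC38 tumor WT replicate 8 had 11.8 CPM of Aire, above the other WT tumors (6.26 to 6.78 CPM). Lymph node WT replicate 6 had macrophage and neutrophil scores of 5.36 and 3.38, lymph node WT replicate 8 a keratinocyte score of 0.847, and lymph node KO replicate 2 a dendritic cell score of 4.59. Spleen WT replicate 6 had a keratinocyte score of 0.782 and a proliferation score of 6.06, and spleen KO replicate 2 a fibroblast score of 5.51. MC38 tumor WT replicate 5 had a B cell score of 1.11. Anti-CTLA4 KO replicate 16 had an acinar score of 0.455 and isotype KO replicate 2 a red cell score of 6.64. Xcl1 in MC38 tumor WT replicate 6 was 2.41 CPM, Ptp4a1 in WT replicate 7 was 34.9 CPM, and LOC100038947 in spleen WT replicate 7 was 15.3 CPM. Of 287 sets of values tested in this way, 21 held a library this far from the rest, where 14.3 would be given by a 0.05 chance (1 in 20) each. These single values were too few to weigh any cause.

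Skin tissue was weighed for MC38 tumors because KO replicate 4 had a keratinocyte score of 7.12, the other 2 KO tumors 0.469 and 0.402, and the 4 WT tumors 3.33 to 5.06. Without KO replicate 4, 1352 genes were called, 1034 of them among the 1616. This argues against skin in that library as the cause of most calls. A lower amount of skin in the other KO tumors could still have added to the differences.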

How the results depend on the processing

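The tests chosen only after the result was seen were the GC and length offsets, the mitochondrial covariate, the block and flow cell in the gene set tests, and the left-out libraries and flow cell in the correlation between models, with some further fits for the study genes. For 64 results on named genes, 1009 values under alternatives were computed. Of these, 869 kept their direction and their side of the threshold, 121 no longer passed it, 16 newly passed it and 3 reversed. Results left out of this count included Zfp433 in MC38 tumors (same sign in 11 of 13 settings) and Jchain there (adjusted p under 0.05 in 11 of 13). Aire for treatment was left out too (under 0.05 in 17 of 19 settings in KO, same sign in 15 of 17 in WT). For the 16 designed results, 73 of 99 alternatives stayed within 1.5 times of the value (or within its spread) and 26 moved further, as did 22 of 194 fits with a library left out.

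DESeq2 called more genes than edgeR in all 10 comparisons, with 2876 (1887 higher and 989 lower) in MC38 tumor, 53 (22 and 31) in lymph node, 1750 (1038 and 712) in spleen, 12 in isotype tumors, 3 for treatment in WT and 35 in the B16 interaction. All 6 MC38 groups in 1 fit gave 2814 in tumor, 2908 (1596 and 1312) in spleen and 3 (1 and 2) in lymph node. These fits share the estimate of the spread between tissues, but the cause was not tested. With p unadjusted, the study's rule of a fold change of at least 1.5 and p under 0.01 gave 134 genes in lymph node. That rule gave 1038 in spleen, 228 in isotype tumors and 140 for treatment in WT. The study's other rule, a log2 fold change of at least 1.5 at the same p, gave 584 in MC38 tumor. It gave 50 in lymph node, 70 in spleen, 1206 in anti-CTLA4 tumors and 187 in isotype tumors. For treatment it gave 91 in WT and 1096 in KO. The study does not state whether its p was adjusted for the number of genes.

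GC and length offsets left 0 calls in spleen (4063 genes at an unadjusted p under 0.05). Flow cell as a covariate gave 948 in anti-CTLA4 tumors, where KO replicate 16 is the only KO library on the WT flow cell. For treatment in KO, the mitochondrial covariate gave 2005 and a fit of only the 2 groups 2438. The cause was not tested for any of these. Gene set tests gave 46 calls with fry and 0 with an estimated correlation, against 87 with camera. With flow cell as a covariate the Pearson correlation between models was 0.294, against 0.372, and the Spearman correlation was 0.301, against 0.290.

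Across fits that each left out 1 library, calls ran from 342 to 2691 in MC38 tumor, 0 to 4950 in spleen (the most without KO replicate 2), 1173 to 2406 for tumor against lymph node, and 0 to 837 in the B16 interaction. Study genes called in MC38 tumors ran from 1 to 8, and the correlation between models from 0.0803 (without MC38 tumor KO replicate 4) to 0.417 (without anti-CTLA4 WT replicate 30). Tests were given for spleen KO replicate 2, the label of anti-CTLA4 KO replicate 10 and skin in MC38 tumor KO replicate 4. Why other single libraries raised or lowered these values was not tested. The log2 fold change of Aire in isotype tumors, -0.05 with all libraries, ran from -0.25 to 0.14 and was positive without WT replicate 19 (0.14) and without KO replicate 13 (0.02), and with GC and length offsets (0.071). Its adjusted p was 0.974 to 1.0, so its sign was not set by these data.

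The mouse as a replicate block gave 4933 genes for tumor against spleen and 1425 for tumor against lymph node, both within 1.5 times. Under the paired fit, camera for tumor against lymph node newly called red cells (adjusted p = 0.0429) and fibroblasts (0.0166) and lost proliferation (0.0513). Under fry it newly called fibroblasts in both interactions (0.0250 and 0.0491) and lost regulatory T cells (0.0565) and plasma cells (0.0528) for tumor against spleen. The block changed no other gene set call.

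Depth limited Aire in spleen, with 8 to 36 counts per library. With libraries thinned to the smallest total, 1597 genes were called in MC38 tumors and 4518 in anti-CTLA4 tumors.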

Other observations

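The tests chosen only after the result was seen were those of GC content, length and lane, of the mitochondrial share, of Jchain and skin genes against flow cell, of the sex-linked genes, of the cytotoxic, T cell and macrophage scores, and of type I interferon per mouse. Those of other splits, depth, flow cell in anti-CTLA4 tumors, the label of spleen KO replicate 2, plasma cells, genes near Aire and pancreas were chosen beforehand.

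In MC38 tumors, 1 of the 35 splits of the 7 libraries, the real one, gave as many as 1616 genes, and the largest other split gave 2. Fits with GC and length offsets called 1611 genes, 1435 of them among the 1616, and fits of thinned libraries called 1597, 1525 of them among the 1616. This argues against those trends and against depth as the whole cause. Sequencing lane cannot be told apart from genotype, since KO and WT tumors shared 0 lanes. In lymph node, 1 of 35 splits gave as many as 3 genes, and the largest other gave 2. At an unadjusted p under 0.05, however, 7 of the 35 gave as many as the real 941 genes, and the largest other gave 1699, so no wider difference in lymph node was shown. With lane open, a genotype effect on MC38 tumors may stand only as a hypothesis.

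In spleen, 2 of the 35 splits gave at least 9 genes. The other one gave 1129 and exchanged KO replicate 2 with WT replicate 6, so the 9 calls are not beyond what other groupings of these spleens gave. Without KO replicate 2 there were 4950 calls. That library may be unlike the other KO spleens for several reasons. A mislabelled library is argued against, because at 16 of 29 genes with a genotype difference in lymph node (unadjusted p under 0.001) it lay nearer the KO spleens, against 27.2% of 13628 other genes (Fisher's exact p = 0.00147). With GC and length offsets and without it, 4899 genes were called, 3799 of them among the 4950, which argues against those trends as the whole cause. With the mitochondrial share as a covariate and without it, 3 genes were called. The share was 3.41% in KO replicate 2 and 7.78% to 15.2% in the other KO spleens, so tissue or RNA quality, read from the mitochondrial share, cannot be told apart from genotype in those 7 spleens.

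Pancreas genes varied over the spleens, summing to 308 to 28305 CPM, with a KO minus WT score difference of -3.22 (exact permutation p = 0.0857). The lowest Spearman correlation of an acinar gene with Prss2 over the 8 spleens was 0.905 (median 0.976). All genes moving together is consistent with pancreas tissue in the samples, and the genotype difference of the acinar set did not exceed chance in the exact test.

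In anti-CTLA4 B16 tumors, 1 of the 100 splits drawn of 462 gave as many as 4605 genes. The largest other split, which exchanged KO replicate 10 and WT replicate 26, gave 4578. The flow cells follow genotype, apart from KO replicate 16, so a batch effect could give such counts. The isotype comparison, parted by the same flow cells with 5 KO and 3 WT tumors, gave 0 calls (766 genes at an unadjusted p under 0.05). All 20 anti-CTLA4 subsets with the same arrangement gave 1101 to 2879. This argues against flow cell as the whole cause. Part of it stays open, since 85.8% of the 4605 genes had the same sign in isotype tumors, with a median absolute log2 fold change of 0.23 there and 0.84 after anti-CTLA4. Fits with GC and length offsets called 5315 genes, 4024 of them among the 4605, and fits of thinned libraries called 4518, 4406 of them among the 4605. This argues against those trends and depth as the whole cause.

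In isotype tumors all 56 of the 56 splits, and for treatment in WT all 84 of the 84, gave at least the 0 calls of the real one, as any split must. At an unadjusted p under 0.05, 12 of the 56 gave as many as the 766 genes of the isotype comparison, and 20 of the 84 as many as the 486 for treatment in WT. For treatment in KO, 2 of the 100 splits drawn of 462 gave as many as 3851, the other one giving 5131 after exchanging anti-CTLA4 KO replicate 10 and isotype KO replicate 15. That argues against a grouping by chance in KO.

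Jchain was higher in every KO than in every WT tumor in both B16 treatments (3.26 to 49.7 against at most 1.08 CPM) and in MC38 (2.87 to 14.3 against at most 1.68 CPM). In isotype tumors this separation gives an exact permutation p of 0.0179, the smallest that 56 assignments give. Jchain was named after its values were seen, so that p cannot weigh against the edgeR adjusted p of 0.323. KO replicate 16, on the flow cell of the WT tumors, had 10.8 CPM, and with flow cell in the fit the log2 fold change after anti-CTLA4 was 4.32 (adjusted p = 0.0208, 8.89e-18 to 0.0208 over the alternatives), which argues against flow cell. More plasma cells may be the cause. Without Jchain, the score of the other 7 genes of the plasma cell list was higher in KO by 0.659 after anti-CTLA4 (exact permutation p = 0.00866, adjusted p = 0.0173) but by 0.125 after isotype (p = 0.375), so the isotype tumors leave this open.

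Keratinocyte scores in B16 tumors were 1.29 to 5.54 in the 10 KO libraries on the first flow cell and 0.591 to 2.34 in the 9 WT libraries. KO replicate 16, the only KO tumor on the second flow cell, had 0.302. Tissue sampling that went with the flow cell may explain this, but 1 library cannot decide it. The mitochondrial share of isotype tumors (exact permutation p = 0.0536) cannot be told apart from flow cell or sample handling, which the same libraries part.

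Zfp433, 1 of the 3 genes called in lymph node, lies within 5 Mb of Aire. It was also lower in KO spleens (8.79 ± 1.52 against 16.04 ± 0.759 CPM, adjusted p = 0.0584, 9.92e-06 to 0.219 over the alternatives), but not in MC38 tumors (8.26 ± 0.222 against 8.68 ± 1.82 CPM, adjusted p = 0.928). The interaction terms of Zfp433 were 0.81 for tumor against lymph node (SE 0.18, adjusted p = 0.00440, 0.000158 to 0.0135 over the alternatives) and 0.78 for tumor against spleen (SE 0.18, adjusted p = 0.00359, 0.000405 to 0.0105). The effect in tumors thus differed from that in each other tissue, with lane still open for the tumors. Zfp433 transcripts of the implanted Aire+/+ tumor cells were not told apart from those of the host, so this need not be a difference between host tissues. Variants carried along with the knockout allele may lower Zfp433 without any role of Aire. The test over all genes within 10 Mb gave p = 0.0456 in lymph node (Fisher's exact test, adjusted p = 0.0912) and 0.119 in spleen, on 1 called gene each, and was too small to decide.

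Sex-linked genes parted the models. Within a library, Xist stood to the leukocyte gene Ptprc at a ratio of counts of at most 0.00610 in the 20 B16 tumors, against at least 0.733 in MC38 lymph nodes and spleens and 0.769 in MC38 tumors. To the T cell gene Cd3e the ratio was at most 0.176 in B16 (on as few as 34 Cd3e counts), against at least 6.67 and 11.6. Y-linked genes summed to 13.5 to 152 CPM in B16 and had 0 counts in MC38, although tumor cells may add to the B16 values. Ptprc had at least 984 counts in every B16 tumor, so host cells were present, with at most 7 counts of Xist. This argues against female hosts in the B16 tumors, whereas the MC38 hosts expressed Xist. The reporting summary of the study names female mice. Comparisons of the 2 models therefore may also differ in the sex of the host, which was not tested.

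T cell, cytotoxic and macrophage scores were compared in 6 tests. Macrophage scores were higher in KO MC38 tumors by 0.931 (7.08 ± 0.156, n = 3, against 6.15 ± 0.245, n = 4; exact permutation p = 0.0286, adjusted p = 0.0429), in 3 of 3 KO tumors. A score per tumor RNA rises with all leukocytes and with transcript per cell, so it leaves open whether macrophages were fewer among leukocytes. In B16 the difference was 0.129 (exact permutation p = 0.751), which leaves this open too. The T cell score minus the macrophage score was higher in KO by 0.791 in MC38 (exact permutation p = 0.0286, adjusted p = 0.0429) and by 2.62 in B16 (p = 0.00216, adjusted p = 0.0130). This is consistent with more T cell transcript beside macrophage transcript in KO tumors. For the cytotoxic score the CD8 genes were left out here, leaving 13 genes. That score minus the T cell score was higher in KO by 0.383 in B16 (exact permutation p = 0.00866, adjusted p = 0.0260). Cytotoxic transcript thus rose more than T cell transcript by these scores. The NK cell set rose in the same tumors (median log2 fold change 2.98), so a rise per T cell was not told apart from more NK cells. In MC38 the cytotoxic minus T cell score was lower in KO, by a difference of -0.462 (exact permutation p = 0.0571, adjusted p = 0.0686), which leaves it open. Flow cell goes with genotype in B16, and lane in MC38.

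Type I interferon scores were averaged over lymph node and spleen of each mouse. They were 4.15, 4.32, 4.91 and 4.71 in KO mice 1 to 4 and 5.17, 4.999, 5.49 and 5.10 in WT mice 5 to 8, so 4 of 4 KO mice lay below every WT mouse. The difference was -0.666 with an exact permutation p of 0.0286, the smallest that 70 assignments give. Adjusted over the 19 sets it was 0.543, but with 8 mice and 1 set at the smallest p no value under 0.05 could have been reached, so the adjusted test decides nothing. Camera called the set lower in KO in all 8 fits with 1 library left out in lymph node (adjusted p up to 2.40e-06) and in all 8 in spleen (up to 0.0270), while fry did not call it (0.522 and 0.283). A lower interferon response in KO mice may explain the difference and stays open.

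The macrophage score of KO MC38 tumors here was 0.931 above that of WT tumors. That is opposite in direction to the macrophage decrease quoted from the study above. The measures differ, since the study counted sorted leukocytes and the score covers all RNA of the tumor. The single-cell tumors of the study were also taken on an earlier day than the tumors scored here. The T cell score minus the macrophage score, nearer to a share of leukocytes, was higher in KO by 0.791, the direction of the quoted values.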
